A study of Rattus norvegicus with 1 sample. Its data were reported in "Genome-wide analysis of Pax8 binding provides new insights into thyroid functions" (2012).

How the data were processed

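The library came from PCCl3 cells, an established rat thyroid follicular cell line that keeps the differentiated phenotype of the thyrocyte and grows in medium with thyrotropin and other hormones. Per the labels, cells were fixed with formaldehyde, chromatin was fragmented by sonication, and the control DNA was taken immediately ahead of the Pax8 immunoprecipitation. It carried no antibody selection. The labels name it input DNA. The paper lists input, taken ahead of sonication, and non-immunoprecipitated DNA as separate controls, and states that the latter was sequenced and used in peak calling. It also states that the former served for normalization in the ChIP-Seq assays. Which of them the label means is not settled by its name. The sampling point in the labels, just ahead of the immunoprecipitation and so after sonication, goes with the non-immunoprecipitated DNA. The name input DNA is kept here only as the label. Adapters were ligated, fragments near 200 bp were selected on a gel, and the selected DNA was amplified by 18 PCR cycles before sequencing on an Illumina Genome Analyzer. The labels and the paper give different models of that instrument.

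The authors aligned the reads to the rat genome build rn4 with the MIRO pipeline, allowing up to 2 mismatches, and deposited the aligned tags as a list of positions. Each entry gives a chromosome, a start, an end and a strand, with no score. All intervals were 50 bp long, the starts were counted from 0, and 1 track line inside the list was dropped. The version of the aligner, the treatment of reads with several equally good places in the genome, and any removal of repeated reads are not given in the sources used here. Repeated positions were present in the list, so repeated reads had not all been removed. No normalization had been applied, and tags per region were counted from the list. Positions below are 1-based on rn4.

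There was 1 group, input DNA, with 1 library. The Pax8 immunoprecipitated library was not analysed here. Without replicates and without another group, no comparison between groups was tested and no p-values were computed. Intervals are exact at the 95% level, Clopper-Pearson for shares and Poisson for counts. They cover counting error only, since reads amplified by PCR and carrying no molecular identifiers are not independent molecules.

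A tag was placed at its 5′ end. A distinct tag was 1 tag per chromosome, 5′ end and strand, and the tags beyond the first at such a position were called repeated. The share of repeated tags was set against tags placed at random, with a fixed seed, over the occupied 10 kb bins and within the 10 kb bin of each tag. Distinct tags were used for all further measures unless stated. Chromosome density was the median count of 100 kb bins divided by the median over autosomal bins, after leaving out bins under 25% of the genome-wide median. Chromosomes at least 15% above or below the autosomal median were named. For regional steps, log2 ratios of 1 Mb bins were divided within each chromosome by binary segmentation, and segments of at least 5 Mb that passed the same 15% rule were counted. The 10 longest were named. Unevenness was the variance-to-mean ratio of counts in occupied 10 kb bins, which is 1 for Poisson counting. Strand cross-correlation was the Pearson correlation of plus-strand and minus-strand 5′ ends for shifts from 0 to 600 bp, and its lag was the shift with the highest correlation from 100 to 500 bp. Tag-rich windows were 1 kb windows with at least 10 times the mean count of occupied windows. The 5 with the most tags were named, with windows closer than 10 kb counted as 1.

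These measures, the size rules and the naming rules were fixed before the data were examined, apart from the penalty of the segmentation, which was set to 3 on simulated libraries. In those libraries each segment was 20 Mb long, and 5 segments were planted for each size of change among 2570 bins. On a flat background, the segmentation recovered 5 of 5 segments at a ratio of 0.5, 5 of 5 at 1.5, 3 of 5 that were 25% lower and 1 of 5 that were 25% higher. In that case 17 Mb outside the planted segments passed the rule. On an uneven background it recovered 2 of 5 at 0.5, 2 of 5 at 1.5, 1 of 5 that were 25% lower and 0 of 5 that were 25% higher, while 1505 Mb outside the planted segments also passed the rule. After adjustment by the share of repeated tags, the same uneven libraries gave 5 of 5 at 0.5, 3 of 5 at 1.5 and 0 of 5 at either smaller change, with 82 Mb outside the planted segments. In these libraries the repeated share was made to follow the planted unevenness and not the planted changes. The gain from adjustment was therefore built in, and it does not show that the adjustment works in the real library. In simulated fragments of 200 bp, the cross-correlation gave a lag of 194 bp for amplified copies read from both ends and 225 bp for clustered fragments without copies.

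Alternatives were all tags in place of distinct tags, other bin sizes, other thresholds and sequences left out. A pair of adjustments was added after the data had been seen. In these, each 1 Mb count was divided by the count expected from the bin's share of repeated tags, or from its excess of opposite-strand tags at the fragment length, by lowess over autosomal bins with a span of 0.3. The excess was the number of minus-strand positions at 90 successive shifts from 130 bp minus the number at 90 shifts from 250 bp, per plus-strand position.

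Tag density at transcription start sites, its relation to GC content and the density at a list of genes fixed beforehand had also been planned. They need the sequence and annotation of rn4, which were not used here, and the gene table at hand was of another assembly, GRCr8, whose coordinates cannot be set beside these. Those results were therefore not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.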

Results

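In order to provide the background for the genome-wide search for Pax8 binding, the study sequenced DNA of PCCl3 rat thyroid cells that had not been immunoprecipitated. The data described here are this control, 1 library of input DNA without replicates. It held 6714002 aligned tags of 50 bp, and the Poisson 95% interval of that total ran from 6708924 to 6719082. The plus strand held 50.1% of them (Clopper-Pearson 95% interval 50.05% to 50.13%). Of the 23 sequences named, the 20 autosomes and X held 6597862 tags, or 98.3%. Unplaced sequence held 89504 tags, or 1.33%, and the mitochondrial genome held 26636 tags, or 0.397%. No error between replicates could be given for any value below, and differences are described against counting error and against rules of size.

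The redundancy of the control was measured first, since it limits the depth that peak detection can use. The tags occupied 5985139 distinct positions and strands, and 728863 tags were repeated. This was 10.86% of the total (Clopper-Pearson 95% interval 10.83% to 10.88%). Leaving out unplaced and mitochondrial sequence moved the share most, to 10.71%. Tags placed at random over the occupied 10 kb bins of the assembled chromosomes gave a repeated share of 0.0644%, and random placement of each tag within its own 10 kb bin gave 0.114%. Both lay far below the observed share. Of the occupied positions, 89.6% had 1 tag, 8.88% had 2 and 1.23% had 3. The highest number of tags at a position was 23.

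Tag density was much higher on the mitochondrial genome than on the autosomes. With all tags counted, it was 1635 tags per kb on the mitochondrial genome (Poisson 95% interval 1615 to 1654) and 2.53 on the autosomes (2.528 to 2.532), a ratio of 646. In distinct tags the densities were 918 and 2.26 per kb, a ratio of 407. Repeated tags made up 43.8% of mitochondrial tags and 10.8% of autosomal tags. On the mitochondrial genome 14967 positions and strands were occupied, or 45.9% of those on both strands of its 16296 bp, against 0.113% on the autosomes. Independent tags therefore share a position by chance far more often there, and that chance share was not computed. The repeated shares alone thus cannot show more duplication on the mitochondrial genome. The ratio in distinct tags is lowered by the limited number of positions.

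To find out how flat the background was between chromosomes, densities were compared with the autosomal median, which was 188 distinct tags per 100 kb bin. Of the 21 chromosomes, 9 lay at least 15% away from it. Chromosome 10 was highest at 1.86 times the median, followed by chromosome 12 at 1.71, chromosome 19 at 1.39 and chromosome 1 at 1.197. Chromosome X was lowest at 0.351. Chromosome 15 was at 0.691, chromosome 2 at 0.793, chromosome 18 at 0.798 and chromosome 17 at 0.846. The other 12 chromosomes lay between 0.878 and 1.11. Counting error was small beside these differences. Chromosome X held 115664 distinct tags (Poisson 95% interval 114998 to 116333) in all, and chromosome 10 held 424314 (423038 to 425593). Their medians were taken over the 1336 and 1086 bins retained. The count of named chromosomes moved most under adjustment by the opposite-strand excess, where 2 were left, 15 and X. Chromosome 12 changed its side of the median under both adjustments, to 0.825 by the share of repeated tags and 0.951 by the opposite-strand excess.

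Density also changed along chromosomes. Segmentation of the 2683 retained 1 Mb bins gave 124 segments, and 100 of them passed the rules of length and size. Of these, 49 lay above the autosomal median and 51 below it. They covered 1984 Mb and 72.7% of the bins, with ratios from 0.279 to 4.21 and a median length of 12 Mb. The number rose to 192 with 500 kb bins and fell to 15 under adjustment by the opposite-strand excess. In simulated libraries with an uneven background, the same rule also called regions in which no change had been planted, so the segments describe tag density alone.

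The longest passing segment was on chromosome 5 from position 1 to 118000000, with a ratio of 0.730. The segment of chromosome X from 57000001 to 161000000 had a ratio of 0.316, and that of chromosome 1 from 167000001 to 259000000 had a ratio of 1.46. Chromosome 17 was divided at 43 Mb, with a ratio of 1.36 from 1 to 43000000 and 0.527 from 43000001 to 97000000. On chromosome 6 the ratio was 1.17 from 1 to 52000000. On chromosome 2 it was 0.533 from 63000001 to 113000000, and on chromosome 4 it was 0.665 from 10000001 to 55000000. Chromosome 10 had a ratio of 2.41 from 62000001 to 105000000. The lowest of these 10 ratios, 0.279, was on chromosome 15 from 61000001 to 102000000. That segment held 24488 distinct tags (Poisson 95% interval 24182 to 24797), so its low ratio was not due to counting error. Adjusted by the share of repeated tags, the segments of chromosomes 2, 4, 5 and 6 moved to 0.887, 0.966, 0.966 and 1.04, inside the 15% limits. The segment of chromosome 17 that began at position 1 also moved inside them, to 1.10. The other 5 stayed outside them.

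**Figure D1:**
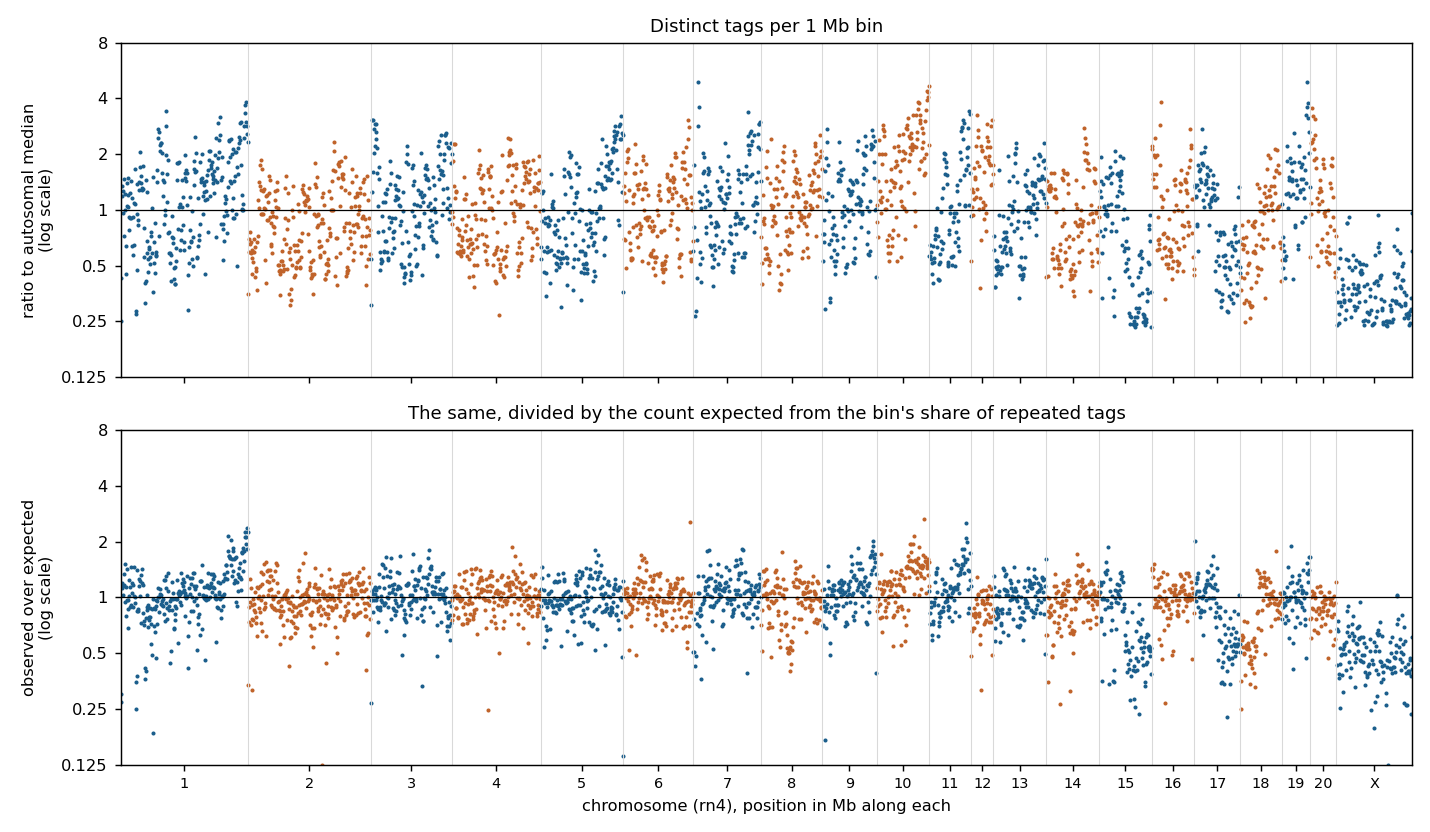
Tag density of the input DNA library in 1 Mb bins along rn4, with 1 point per bin, chromosomes in alternating colours, and the ratio on a log scale. The upper panel gives distinct tags relative to the autosomal median, and the lower panel gives the same counts divided by the count expected from the bin's share of repeated tags, where X lies near 0.475 and most other bins lie near 1.

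Unevenness at a finer scale was measured in 255124 occupied bins of 10 kb. They held 23.1 distinct tags on average, and the variance-to-mean ratio was 15.7, where Poisson counting gives 1. The coefficient of variation left after removal of the counting variance was 0.797. The median bin held 18 tags, and the range from the 5th to the 95th percentile was 4 to 60. Bins with at least 2 times the mean made up 9.85% of the total, and those with at least 5 times the mean made up 0.383%. The ratio moved most with bins of 50 kb, to 60.9. Larger bins hold more tags, and this measure rises with the mean count when the relative spread stays alike. The coefficient of variation beyond counting was 0.734 in the 50 kb bins.

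**Figure D2:**
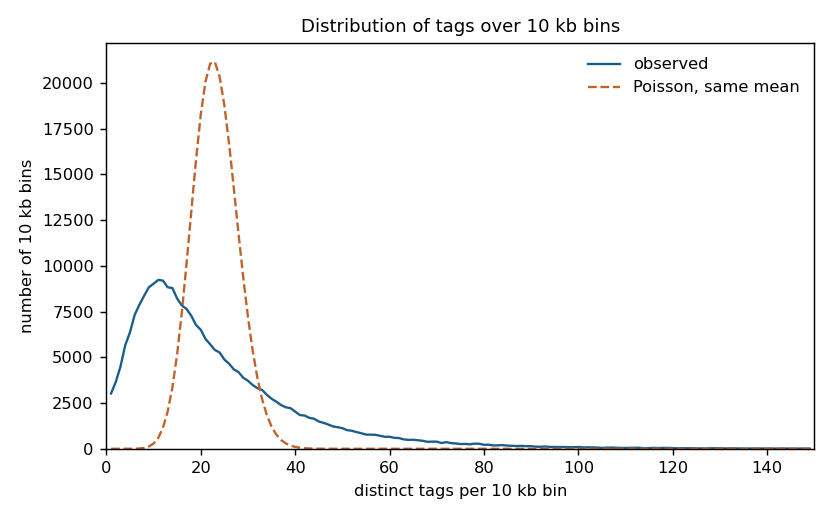
Number of 10 kb bins (vertical axis) by the count of distinct tags they held (horizontal axis, up to 150) in the input DNA library. The solid line is the observed distribution, and the dashed line is the Poisson distribution with the same mean of 23.1 tags, which is much narrower.

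The strands were then compared to see whether the control carried a shift between plus-strand and minus-strand tags, as peak callers seek in immunoprecipitated DNA. The correlation was highest at a shift of 168 bp, where r was 0.00461. At a shift of 50 bp, the length of a tag, r was 0.00224, and at 600 bp it was 0.00109. The correlation was over positions within a library, which are not independent replicates. Each chromosome taken alone gave a lag between 158 and 180 bp, with an SD of 7.04 bp over the 21 chromosomes. The lag was 166 bp with all tags kept, a change within that spread.

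**Figure D3:**
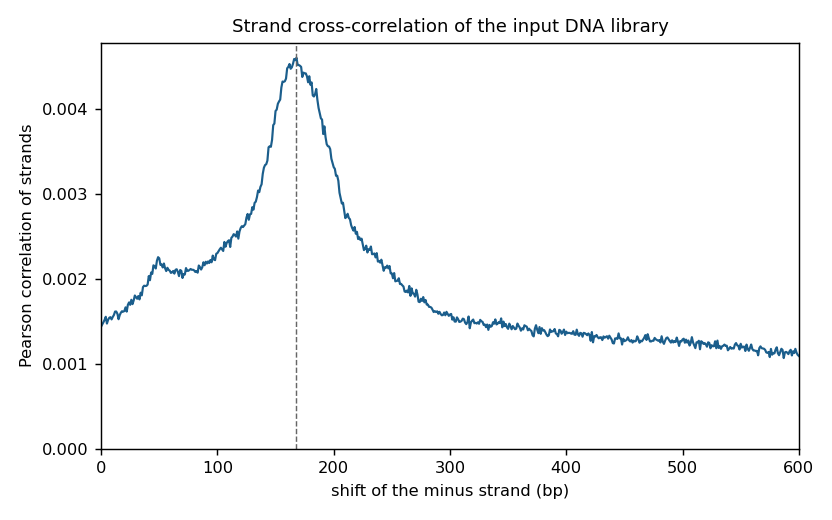
Pearson correlation of plus-strand and minus-strand tag positions (vertical axis) by the shift of the minus strand in bp (horizontal axis) for distinct tags of the input DNA library. The dashed line marks the maximum at 168 bp, and a smaller rise is seen near 50 bp.

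Finally, places where the control itself piled up were listed. Of 2718826 windows of 1 kb, 32.0% held no tag, and the occupied windows held 3.18 distinct tags on average. There were 1119 tag-rich windows, with 32 or more distinct tags each. They made up 0.0412% of the windows and held 0.760% of the distinct tags. Repeated tags were 22.5% of all tags in them (Clopper-Pearson 95% interval 22.2% to 22.9%) and 10.6% in the remaining windows (10.58% to 10.63%). Chromosome 10 held the most, with 295 tag-rich windows or 266 per 100 Mb. The fewest were on chromosome 18, with 7, and the lowest number per 100 Mb was 5.60 on X. The threshold moved the count most, since 40 windows reached 20 times the mean and 18571 reached 5 times.

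The window with the most tags was on chromosome 4 from 75901001 to 75902000, with 456 distinct tags (Poisson 95% interval 415 to 500), of which 236 were on the plus strand and 220 on the minus strand. Another window of the same chromosome, from 75838001 to 75839000, held 197. The window on chromosome 2 from 156716001 to 156717000 held 245 distinct tags, and 70.2% of its 822 tags were repeated. The window on chromosome 1 from 171993001 to 171994000 held 187, with all 5′ ends between 171993349 and 171993797. The window on chromosome 14 from 28434001 to 28435000 held 149. In these 5 windows the repeated share ran from 43.7% to 70.2%. With so many tags in 1 kb, independent tags share a position by chance more often than elsewhere. That chance share was not computed, so these shares do not measure duplication alone. Genes and repeats annotated at these places in rn4 were not analysed here.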

Values the study reported

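For the control the study reported 11,613,355 raw reads, of which 6,714,002 (57.8%) met its limit on mismatches. For the Pax8 immunoprecipitated DNA it reported 12,125,758 raw reads and 6,431,519 (53.0%) after the same limit. The number of Pax8 regions that the study called with MACS was 13,151, and their mean size was 681 bp.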

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

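The adjustments by the share of repeated tags and by the opposite-strand excess were chosen after the data had been seen. The other alternatives were fixed before. Counting only assembled chromosomes left 6597862 tags. The share of repeated tags became 10.71% without mitochondrial and unplaced sequence and 10.75% without tag-rich windows, both outside the counting interval of the share of all tags. Of the 9 chromosomes named for their density, all 9 kept their side and stayed past 15% with all tags, with 1 Mb bins (which added chromosome 14) and with no low bins left out. With mean counts chromosome 1 fell inside the limits at 1.14. Under adjustment by the share of repeated tags 6 were past 15%, with chromosome 12 on the other side, and under adjustment by the opposite-strand excess 2 were. Chromosome 12 reversed under both, to 0.825 and 0.951. The cause was not tested.

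The 100 segments became 106 with all tags, 91 with a 25% rule and 192 with 500 kb bins, where more bins allow more divisions. Adjustment left 28 by the share of repeated tags and 15 by the opposite-strand excess. Of the 695 Mb and 532 Mb in those segments, 552 Mb and 470 Mb lay in unadjusted segments of the same direction. The unadjusted segments covered 72.7% of all bins, and the overlap that chance gives was not computed. The variance-to-mean ratio of 15.7 became 20.7 with all tags, 60.9 with 50 kb bins and 12.2 without the 1% of bins with the most tags, and stayed far above 1. Tag-rich windows numbered 1975 with all tags, 18571 at 5 times and 40 at 20 times the mean, and 1158 with windows shifted by 500 bp. The lag of 168 bp stayed within the spread over chromosomes in both alternatives.

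Alternatives for start sites, GC content and the fixed list of genes were not run, as those results were not analysed here. With a mean of 3.18 distinct tags per occupied 1 kb window, single windows near the mean cannot be told from counting noise at this depth. No paired analysis was possible because there was 1 library.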

Other observations

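Tests of the strand shift as copies alone and as clusters alone, the test of chance overlap and the separate tests of the high segments by chromosome, with the runs of bins set beside them, were chosen after the results they bear on had been seen. So were the adjusted densities and the rule for the long adjusted segments. The other tests were written before their values were computed. With 1 group of 1 library, no biological explanation was tested for any pattern.

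The control had a strand shift at 168 bp although it carried no antibody selection. Amplified copies of a fragment may be read from either end, and this alone would give about as many opposite-strand pairs at the fragment length as pairs at the same position. Simulated copies gave 0.981 opposite-strand pairs per same-position pair. Over all assembled chromosomes the excess of opposite-strand pairs was 1.11 times the number of same-position pairs, but it ran from 0.408 on X to 1.45 on the highest chromosome, which argues against equal reading of both ends as the whole source. Independent fragments that cluster at preferred places were also weighed. Where no other minus-strand tag lay at nearby shifts, positions with 2 tags had 1.55 times as many partners at the fragment length as positions with 1 tag of the same 10 kb bin, over 150106 positions with 2 tags. Copies read from both ends give a ratio above 1, but fragments with preferred ends would do so too, and the test was not run on simulated clusters. Clusters are therefore not excluded, alone or beside copies. A dependence on tag density was in the data. The excess per same-position pair on X was 0.365 times that on the autosomes, and it was 0.268 in the sparsest 10% of 1 Mb bins and 1.43 in the densest 10%. Clustering and a mixture of copies and clustering stay open, and they were not separated.

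Dense regions held a larger share of repeated tags. It rose from 6.46% in the sparsest 10% of 1 Mb bins to 14.8% in the densest 10%, although the 3 sparsest of the 10 classes differed little, at 6.46%, 6.11% and 6.33%. Independent tags that fall on the same position by chance are excluded as the cause, since random placement within 10 kb bins gave 0.203% in the densest 10%. Pile-ups in a few windows are argued against too. Without windows of 5 times the mean or more, the share was still 2.16 times as high in the densest 10% as in the sparsest 10%. Amplification that favours some base compositions is a candidate explanation. Density and the repeated share were correlated across 2683 bins (Spearman rho 0.807, over bins of a single library, which are not independent replicates), but this does not separate base composition from other causes, and GC content of rn4 was not used here.

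Dividing out the count expected from the share of repeated tags left 16 segments of at least 5 Mb that were at least 25% lower or higher than expected, 8 of them of at least 15 Mb. Of the 8 shorter ones, for which no explanation was tested, 4 were lower and 4 higher, and they covered 73 Mb against 420 Mb in the long ones. In simulated uneven libraries the same adjustment, with the 15% rule, called 82 Mb outside the planted segments. Part of the 16 segments may thus be false calls. Some of the 8 shorter ones were as far from 1 as the long ones or farther. The ratio was 0.524 on chromosome 8 from 54000001 to 67000000 and 1.65 on chromosome 9 from 100000001 to 114000000, or 0.642 and 1.27 when adjusted by the opposite-strand excess. The highest was 2.12 on chromosome 1 from 260000001 to 268000000, next to a long high segment, and adjustment by the opposite-strand excess gave 1.66. Alone among the 8, the segment on chromosome 19 from 52000001 to 59000000 (1.41) came inside the 15% limits under that adjustment, at 1.08. The lowest was 0.376 on chromosome 1 from 31000001 to 36000000, but its 5 bins differed widely (SD 1.03 on the log2 scale), and adjustment by the opposite-strand excess gave 0.557. Of adjusted segments of at least 15 Mb, 5 were at least 25% lower than expected. They were on chromosome 15 from 53000001 to 110000000 (0.516), chromosome 17 from 50000001 to 97000000 (0.553), chromosome 18 from 1 to 34000000 (0.528) and X from 1000001 to 59000000 (0.548) and from 59000001 to 161000000 (0.447). The median over their 270 bins, of which the segments of X held 53 and 85, was 0.509. In the bins outside long segments it was 0.998, with quartiles of 0.852 and 1.15. This contrast follows from the choice of segments for low adjusted ratios, and the fit itself places other autosomal bins near 1. Adjusted by the opposite-strand excess in place of the repeated share, the median of the low segments stayed at 0.553. By segment it was 0.536 on chromosome 15, 0.646 on 17, 0.591 on 18, and 0.568 and 0.501 on X. The low ratios were thus present under both adjustments. Unequal amplification of regions is not excluded as the cause. The source of the opposite-strand excess was not settled, and the repeated share differed little among the sparsest bins. Gaps or missing stretches of sequence are argued against, because occupied 10 kb bins alone gave an adjusted median of 0.499. A lower share of sequence to which 50 bp tags can be aligned, spread evenly through these regions, stays open and was not tested. Fewer copies of these regions in the PCCl3 cells that were sequenced may also give such ratios. That is a hypothesis, and no karyotype or second library was analysed here.

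In 3 long adjusted segments the density was at least 25% higher than expected, on chromosome 1 from 219000001 to 260000000 (1.49), chromosome 10 from 62000001 to 111000000 (1.49) and chromosome 11 from 56000001 to 88000000 (1.41). Pile-ups in a few windows are argued against, since occupied 10 kb bins gave an adjusted median of 1.485 over the 3 segments. For chromosome 1, adjustment by the opposite-strand excess left 1.43, with quartiles of 1.14 and 1.51 over 41 bins. None of 1491 overlapping runs of 41 bins outside the long segments had a median as high, and the highest was 1.22. The long segments had been chosen for their ratios in these same counts and were left out of the runs. That choice itself favours few runs as high, here and below, so the runs give no separate support. For chromosomes 10 and 11 the same adjustment left 1.18, with quartiles of 1.03 and 1.43 over 81 bins, and bins outside long segments had quartiles of 0.868 and 1.15. Runs of the same length outside the long segments reached the values of both, in 7 of 1332 for chromosome 10 (1.15) and 1 of 1671 for chromosome 11 (1.23). The median over all 3 high segments was 1.252. For all 3 segments, unequal amplification and a true excess of template cannot be told apart, because the source of the opposite-strand excess was not settled. The excess itself also rises with tag density, so for chromosomes 10 and 11 the adjustment may remove part of a real difference. Extra copies of these regions may be present in the cells, which is a hypothesis that these data did not test.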
